A study of Mus musculus with 30 samples. Its data were reported in "WNT signaling coordinately controls mouse limb bud outgrowth and establishment of the digit-interdigit pattern" (2025).

How the data were processed

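RNA was measured by polyA RNA-sequencing in forelimb buds of 30 mouse libraries, from embryos of females injected at embryonic stage E10.5 with DMSO or with Wnt-C59 in DMSO and collected 1, 6, 12, 18 or 24 h later. The groups, 10 in all with 3 replicates each, were taken from the sample labels, and every library was used.

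The authors trimmed reads with Cutadapt and mapped them with STAR to mm10 with a custom annotation. The deposited count table holds raw fragment counts per gene without normalization, written by STAR during mapping, and has 50833 genes of the autosomes and none of chromosomes X, Y and M. The strand of counting was not stated. The deposited FPKM table (fragments normalized to transcript length and library size) was computed by the authors with cufflinks, run as unstranded with multi-read and bias correction and without effective length correction, and has 55052 genes, of which 4222 on chromosomes X, Y and M occur only there. Replicates were not pooled by the authors in either table.

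Genes were matched to the GENCODE M21 annotation (GRCm38), which covered 50628 of the counted genes, and the 205 unmatched genes held 0.0068% of the counts. Start and end in the deposited table and the annotation were the same for 93.6% of matched genes. Of 20569 protein-coding genes, 17650 had a count in at least 1 library. Totals ran from 18188636 to 38974885 counts per library. Statements on genes at 0 use a floor of 3 counts over the whole group, divided by the summed library size, and the floor covers counting error only, since reads without molecular identifiers are not independent molecules. Counts of replicates were compared pair by pair, and no pair agreed within sampling noise.

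Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, TMM factors, filterByExpr with a minimum count of 10 and a minimum total of 15) on protein-coding autosomal genes. Each time point was fitted on its own 6 libraries, without covariates. Genes were called at a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change beyond 1 in either direction, with two-sided tests. Standard errors of log2 fold changes were derived from the F statistic. The change of the effect between 6 h and 12 h and between 12 h and 24 h was tested as an interaction contrast on 12 libraries, and development as DMSO 24 h against DMSO 1 h. CPM values in the text are counts scaled to the TMM-normalized library size. The comparisons, thresholds, gene lists, time points of the lists and most alternatives were chosen before the data were examined. So was the rule for naming genes, which allowed *Axin2*, the genes of the study's panels, further genes that the study followed in tissue, the extreme members of a list, and in each comparison the 3 largest increases and decreases among called genes with groups that did not overlap and a mean of at least 1 CPM. Genes named in tests of an explanation in the closing section outside that rule were chosen for that test.

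A total of 13 gene lists with 272 genes was tested. They were WNT, BMP, FGF/HH and chondrogenesis panels of the study and S phase, G2/M, cholesterol, muscle, ectoderm, erythroid, immediate early, heat shock and hypoxia lists written from general knowledge. The study picked its 4 panels from these libraries, so their results are not independent evidence. *Alas2*, *Ahsp* and *Ero1a* were listed but not found under these names. Lists were tested with fry of limma 3.58.1 (two-sided directional p, Benjamini-Hochberg over 65 tests), and the value given is the median log2 fold change of the tested genes. For each list the number of called genes was also computed with p adjusted over the list alone. Lists were also tested with interaction contrasts, adjusted over both contrasts together.

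Principal components were computed on centred, unscaled log2(1 + FPKM) of the 2000 autosomal genes with the highest variance. Distances between groups were expressed as percent of the distance between DMSO at 1 h and at 24 h on the first component, a scale chosen after the tables had been seen. For clustering, log2 fold changes of called genes at the 5 time points were centred and scaled per gene and grouped by Pearson correlation and Ward linkage (ward.D2) into 3 clusters, for genes with a fold change at every time point. Fold changes of genes below the filter at a time point came from the fit without a filter.

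Alternatives were DESeq2 1.42.0 (its test, its size factors), upper-quartile factors, no filter or a mean of at least 1 CPM, all genes of the table, all 30 libraries sharing the spread estimate, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), no minimum fold change, glmTreat against a log2 fold change of 1, the replicate number as a block, and leaving out each replicate in turn. For lists, camera with a preset correlation of 0.01 and with an estimated correlation was run. For components, 500 genes, log2(FPKM + 0.1), log2 CPM with a prior count of 2 and all chromosomes were tried, and for clusters average linkage, DESeq2 fold changes and the CPM filter. Offsets per gene and library from a smooth (loess, span 0.4) of each library's log2 ratio against transcript GC content and length were added after the data had been seen, as were leaving out C59 18 h replicate 3 together with them and leaving out of the components the genes that stood at FPKM 0 in a single library.

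The procedure was tested on simulated data with 200 changed genes per comparison, in which edgeR recovered between 94% and 100% of them with 0 to 5 false calls and none in the wrong direction. The changed genes had a mean of at least 1 CPM and changes clear of the fold threshold. Noise was independent between genes, and all other genes were unchanged. Error rates for low or borderline genes, or under trends shared by genes of a library, were therefore not measured. Other splits of the libraries were counted for every test, all 10 for comparisons of 3 against 3 and 50 drawn with a fixed seed for the interaction contrasts. Tables were prepared in Python 3.11.15 with pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Genes of chromosomes X, Y and M were left out of the tests, as they are absent from the count table, and their FPKM values were used only for the sex of the embryos and in the alternative that took all chromosomes into the components. Genes with near-identical copies were kept, since the deposited counts cannot be divided among copies, and are called uncertain where named.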

Results

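Gene expression in mouse forelimb buds was measured by polyA RNA-sequencing after a single injection at embryonic stage E10.5. Wnt-C59 (C59) is a small molecule directed against porcupine, which adds a lipid to WNT proteins before they leave the cell. Controls received DMSO, the solvent of its stock, in buffered saline. By the methods of the study, C59 was diluted in a vehicle that also held methylcellulose and Tween, with another share of DMSO. The groups therefore differed in carrier as well as in drug, and the fold changes cannot separate these. Limb buds were collected 1, 6, 12, 18 and 24 h after the injection, with 3 libraries for each treatment and time point and 30 libraries in all. The libraries held between 18188636 and 38974885 counts. Each library was taken as a separate replicate by its label. Replicates of a group differed from each other by more than sampling noise in all 30 pairs (chi-square per degree of freedom from 3.21 to 47.6). No library was therefore a copy of another in its group, although repeated libraries of the same RNA can also differ by more than that noise. Libraries of different groups were not compared in this way. The widest gaps separated C59 18 h replicate 3 from replicate 1 (47.6) and from replicate 2 (39.9), which differed from each other by 4.33. All fold changes below are C59 relative to DMSO unless another comparison is named, and gene positions refer to the mm10 (GRCm38) assembly.

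The first question was how long the drug lowered WNT signaling, read from *Axin2* (ENSMUSG00000000142, chromosome 11, 108920349 to 108950783), a transcriptional target of canonical WNT signaling. In DMSO limb buds *Axin2* stood at 126 CPM (counts scaled to library size) ± 2.40 (SD, n = 3) at 1 h and at 110 CPM ± 5.12 (SD, n = 3) at 24 h. At 6 h its level in C59 limb buds was 28.3 CPM ± 1.52 (SD, n = 3), against 112 CPM ± 6.47 (SD, n = 3) in DMSO, a log2 fold change of -1.97 ± 0.06 (SE; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 7.55e-11). At 12 h the level was 40.5 CPM ± 2.76 (SD, n = 3) against 111 CPM ± 1.48 (SD, n = 3), a log2 fold change of -1.45 ± 0.06 (edgeR, Benjamini-Hochberg adjusted p 1.40e-07). The shift at 1 h was small, -0.19 ± 0.04 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p 0.0282), with the 3 C59 libraries under all 3 DMSO libraries, and groups without overlap, in either order, arise by chance for 10% of genes in a comparison of 3 against 3. No change beyond the replicate error was detected at 18 h (-0.16 ± 0.09, edgeR, Benjamini-Hochberg adjusted p 0.333) or at 24 h (-0.08 ± 0.07, adjusted p 0.507). The effect itself changed between time points, by 0.51 ± 0.09 from 6 h to 12 h (edgeR interaction contrast, Benjamini-Hochberg adjusted p 0.000741) and by 1.36 ± 0.09 from 12 h to 24 h (adjusted p 5.64e-08).

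**Figure D1:**
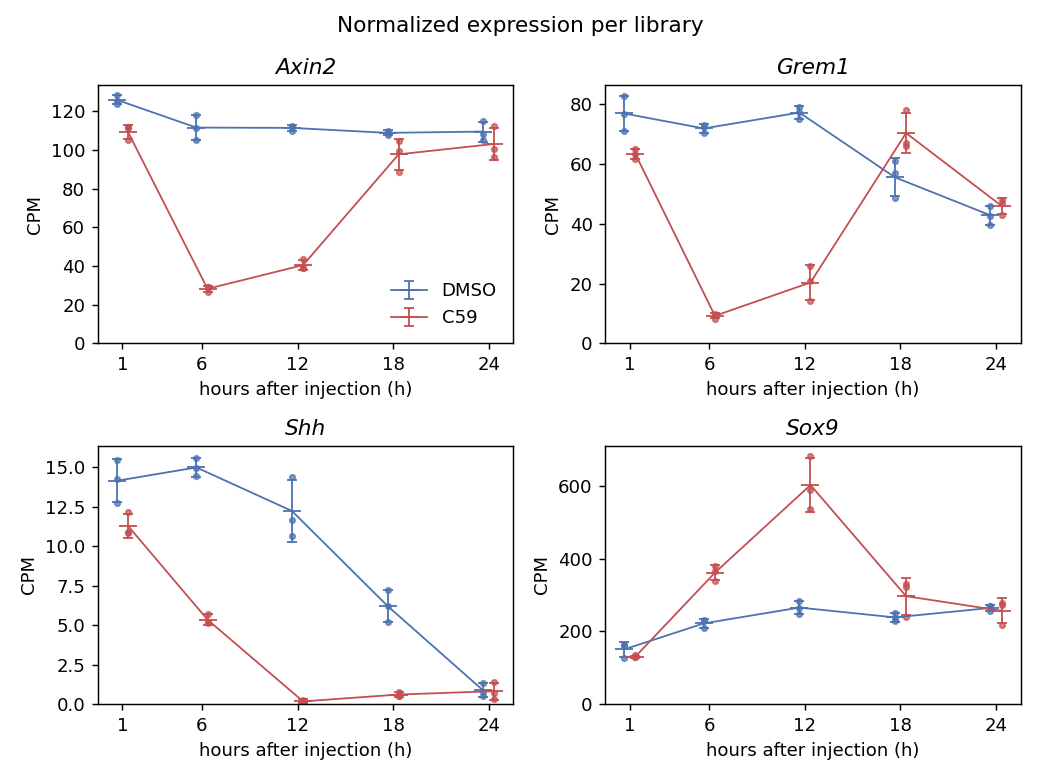
Level of *Axin2*, *Grem1*, *Shh* and *Sox9* in CPM (y axis) against hours after injection (x axis) in DMSO and C59 limb buds; points are single libraries, and lines with bars are the mean and SD of 3 libraries. *Axin2* fell from 112 CPM in DMSO to 28.3 CPM in C59 at 6 h, and the groups lay at 110 and 103 CPM at 24 h.

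Principal components were computed over all 30 libraries from log2(1 + FPKM) of the 2000 most variable genes, to ask how far the treatment moved the transcriptome relative to normal development. The first component held 57.5% of the variance and the second 10.3%, and the sign of a component is arbitrary. DMSO libraries moved along the first component from -23.4 at 1 h to 21 at 24 h, a distance of 44.4 units, with an SD within groups (both treatments pooled) of 1.17% of that distance at 1 h and 3.70% at 24 h. On the second component C59 libraries lay at 8.95 ± 0.976 at 6 h and DMSO libraries at -1.53 ± 1.04, a gap of 23.6% of that distance. The gap was 39.5% at 12 h (15.8 ± 0.576 against -1.71 ± 2.15) and 22.0% at 18 h (6.28 ± 0.644 against -3.51 ± 1.37). It was -9.12% at 24 h (-10.1 ± 1.29 against -6.04 ± 0.462) and 4.37% at 1 h (-3.12 ± 0.230 against -5.07 ± 1.25). At 12 h the C59 libraries also lay farther along the first component (12.0 ± 1.66) than the DMSO libraries (-7.07 ± 4.29), a gap of 43.0% of the DMSO distance. They were ahead by 9.89% at 6 h (-11.5 ± 1.87 against -15.9 ± 0.463), by 20.4% at 18 h (16.3 ± 2.71 against 7.20 ± 1.28) and by 11.1% at 24 h (26.0 ± 2.02 against 21), and at 1 h the gap was -3.06% (-24.7 against -23.4). On this component the gap at 24 h was 7.17% without C59 24 h replicate 3, and that at 1 h was -4.72% without DMSO 1 h replicate 1. At 6, 12, 18 and 24 h each gap on the second component was larger than the SD of either group, while the gap at 1 h rested on DMSO 1 h replicate 1, without which it was 1.40%. Without C59 24 h replicate 2 the gap at 24 h was -5.35%. With 3 libraries against 3 an exact permutation test cannot give a p below 0.10, so no permutation test was made, and the gaps are described by the SD of each group. Among the alternatives, log2 CPM moved the first component most, to 7.73% at 18 h, and taking 500 genes in place of 2000 moved the second most, to 8.77% at 1 h and to 10.8% at 18 h.

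**Figure D2:**
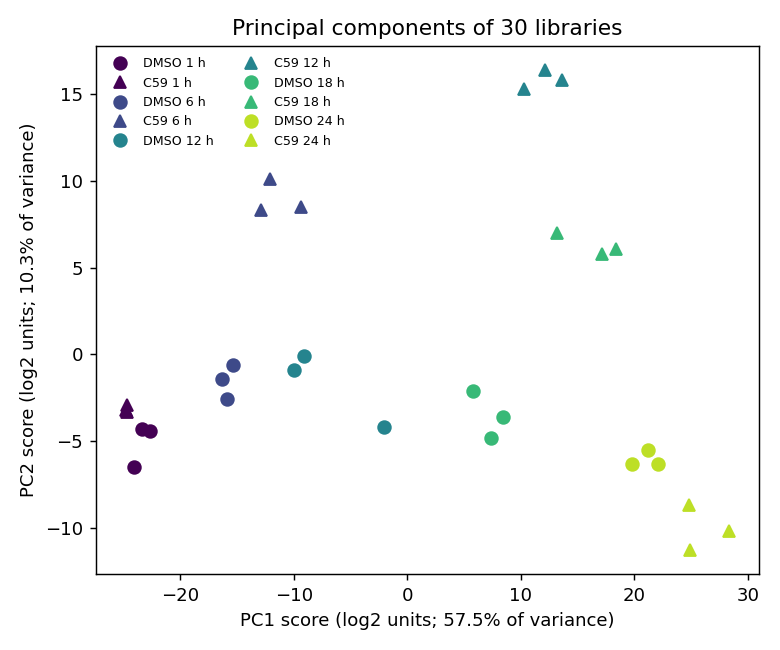
Scores of the 30 libraries on the first (x axis, 57.5% of the variance) and second (y axis, 10.3%) principal component of log2(1 + FPKM), in log2 units, with 1 point per library and the treatment and time point marked. C59 libraries of 12 h lie highest on the second component, at a mean of 15.8, and those of 24 h lie at a mean of -10.1.

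The number of genes that responded at each time point was counted among protein-coding autosomal genes, at a Benjamini-Hochberg adjusted p below 0.05 in edgeR's quasi-likelihood test and a log2 fold change beyond 1 in either direction. At 1 h 37 of 13076 genes passed, 20 higher and 17 lower in C59. At 6 h 153 of 13100 genes passed, of which 56 were higher and 97 lower. At 12 h 660 of 13324 genes passed, 470 higher and 190 lower, so that 71.2% of the calls were increases. That balance depended on the fold threshold, since without a minimum fold change 2934 genes were higher and 3396 lower at 12 h, and with glmTreat 24 were higher and 56 lower. The count was 173 of 13413 at 18 h, 74 higher and 99 lower, and 112 of 13675 at 24 h, 57 higher and 55 lower. In all, 932 genes were called at 1 or more time points. Of the genes called at 6 h, 70 were also called at 12 h, 69 of them in the same direction, whereas 1 h and 6 h shared 10 genes, 6 of them in the same direction. 12 h and 18 h shared 63 genes, 58 in the same direction, and 12 h and 24 h shared 29, 17 in the same direction. The biological coefficient of variation was 12.5% at 18 h and between 5.4% and 7.5% at the other time points. Dropping the minimum fold change raised the counts to 360 genes at 1 h, 2565 at 6 h, 6330 at 12 h, 949 at 18 h and 881 at 24 h, and glmTreat, which tests against a log2 fold change of 1, lowered them to 2, 31, 80, 11 and 5. Single libraries moved the counts at 1 h and at 18 h by more than 1.5 times. Without DMSO 1 h replicate 2 the count at 1 h was 20, and without C59 1 h replicate 2 it was 22. Without DMSO 18 h replicate 3 the count at 18 h was 77, and without DMSO 18 h replicate 1 it was 92.

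**Figure D3:**
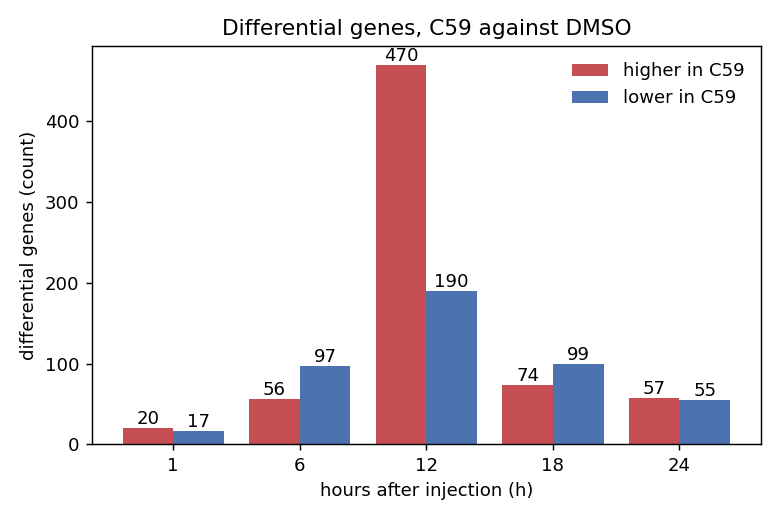
Number of genes (y axis) with a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change beyond 1 in either direction in C59 against DMSO at each time point (x axis, hours after injection), with bars for genes higher and genes lower in C59. The bars reach 470 higher and 190 lower genes at 12 h, against 20 and 17 at 1 h.

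Early changes were sought at 1 h. The largest changes named here and below are those among called genes with groups that did not overlap and a mean of at least 1 CPM. The largest decreases were in *Slc37a2* (ENSMUSG00000032122, chromosome 9, 37227585 to 37255738), with a log2 fold change of -2.38 ± 0.31 (SE; edgeR, Benjamini-Hochberg adjusted p 0.000725), and in *A530016L24Rik* (-2.36 ± 0.39) and *Hsd3b6* (-2.14 ± 0.24). *A530016L24Rik* lost its call when all 30 libraries shared an estimate of the spread (edgeR, Benjamini-Hochberg adjusted p 0.0734). *Nr1h5* (ENSMUSG00000048938, chromosome 3, 102939658 to 102964133) had no count in any DMSO library of 1 h and 26.5 CPM ± 5.74 (SD, n = 3) in C59, at least 616-fold higher when 3 counts over the whole group are taken as the floor. At 6 h the arrangement of *Nr1h5* was the opposite, with 18.0 CPM ± 1.84 (SD, n = 3) in DMSO and no count in C59, at least 394-fold lower by the same floor. Fitted fold changes of genes with a group at 0 depend on the prior count and are not given. *Gata4* (ENSMUSG00000021944, chromosome 14, 63198922 to 63271692) rose by 1.89 ± 0.39 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p 0.0176). This call was lost in DESeq2 (Benjamini-Hochberg adjusted p 0.163), in limma on log2(FPKM + 1) (adjusted p 0.0821), and without C59 1 h replicate 1 (adjusted p 0.0829), C59 1 h replicate 2 (adjusted p 0.0907) or DMSO 1 h replicate 2 (adjusted p 0.0511). *Tpm3-rs7* had 283 CPM ± 14.8 (SD, n = 3) in C59 and 3.26 CPM ± 0.309 (SD, n = 3) in DMSO, but its sequence has near-identical copies and reads may not be assigned to it with certainty. Of the 37 genes called at 1 h, 18 (48.6%) had the same sign of change at 6 h. Embryo sex was not balanced at 1 h, where the summed FPKM of 4 Y-linked genes was 36.96, 38.24 and 21.25 in the C59 libraries and 7.66, 9.03 and 0.05 in the DMSO libraries.

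At 6 h, when *Axin2* was lowest, *Rp1l1* (ENSMUSG00000046049, chromosome 14, 63992506 to 64035025) and *Abhd12b* (ENSMUSG00000090121, chromosome 12, 70154142 to 70183887) had no count in any C59 library. *Rp1l1* stood at 8.37 CPM ± 2.7 (SD, n = 3) in DMSO, at least 183-fold higher than in C59, and *Abhd12b* at 3.64 CPM ± 2.27 (SD, n = 3), at least 80-fold higher. At 12 h *Rp1l1* had no count in any DMSO library either, so its absence was not specific to C59. The largest increases were in *Lhx1* (ENSMUSG00000018698, chromosome 11, 84518284 to 84525535; log2 fold change 2.55 ± 0.32, edgeR, Benjamini-Hochberg adjusted p 0.000111), *Dmbx1* (2.47 ± 0.31) and *Cdh19* (1.99 ± 0.37), all below 3 CPM in both groups. Embryo sex was not balanced at 6 h either, since Y-linked transcripts were found in the 3 C59 libraries and in none of the 3 DMSO libraries, and genes of chromosomes X, Y and M were left out of every test.

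Panels of genes linked to WNT, BMP, fibroblast growth factor and hedgehog (FGF/HH) signaling and to cartilage formation (chondrogenesis) were taken from the study and tested as sets with fry, with Benjamini-Hochberg adjustment over 65 tests of 13 lists at 5 time points. The study picked these 4 panels from the same libraries, so their tests are not independent evidence. At 6 h the 22 tested genes of the WNT panel were all lower in C59, with a median log2 fold change of -1.22 (fry, Benjamini-Hochberg adjusted p 3.56e-06) and a range from -4.50 for *Sp5* to -0.17 for *Rspo1*. Of these, 15 were called over all genes and 15 when adjusted over the list alone. All 6 genes of the BMP panel were lower, from -2.94 for *Grem1* to -1.03 for *Bmp4*, with a median of -1.48 (fry, Benjamini-Hochberg adjusted p 3.56e-06), and 6 were called over all genes and 6 when adjusted over the list alone. *Bmp4* lay close to the fold threshold and lost its call without C59 6 h replicate 1 (-0.98) or DMSO 6 h replicate 1 (-1), and in limma on log2(FPKM + 1) (-0.97). In the FGF/HH panel 7 of 10 genes were lower and the median was -0.19 (fry, Benjamini-Hochberg adjusted p 0.000587), with 4 called over all genes (*Fgf4*, *Fgf8*, *Shh* and *Fgfr4*) and 4 when adjusted over the list alone. Its extremes were *Fgf4* at -3.41 and *Fgfr4* at 1.10. The chondrogenesis panel had a median of 0.07 at 6 h (fry, Benjamini-Hochberg adjusted p 0.198). The alternative that moved these set tests most was camera with an estimated inter-gene correlation, under which the FGF/HH panel at 6 h had an adjusted p of 0.0689.

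At 12 h the WNT panel had a median log2 fold change of -1.55 (fry, Benjamini-Hochberg adjusted p 1.55e-05), from -3.75 for *Notum* to -0.57 for *Wnt2b*, with 19 genes called over all genes and 19 when adjusted over the list alone. The BMP panel had a median of -1.22 (fry, Benjamini-Hochberg adjusted p 0.00022; 5 genes over all genes and 5 adjusted over the list alone). The FGF/HH panel had a median of -1.49 (fry, Benjamini-Hochberg adjusted p 0.000246; 7 of 9 over all genes and 7 adjusted over the list alone). The 13 genes of the chondrogenesis panel were all higher, from 0.69 for *Fgf12* to 1.91 for *Sulf1*, with a median of 1.32 (fry, Benjamini-Hochberg adjusted p 0.00155; 12 over all genes and 12 adjusted over the list alone). At 18 h the medians were -0.52 for WNT (fry, Benjamini-Hochberg adjusted p 0.00416), -0.12 for BMP (0.00208), -0.62 for FGF/HH (0.00224) and 0.67 for chondrogenesis (0.00999). The calls at 18 h numbered 4, 1, 2 and 2 in that order, over all genes and also when adjusted over the list alone. They were *Dkk1*, *Rspo1*, *Sp9* and *T* of the WNT panel, *Msx1* of the BMP panel, *Shh* and *Hhip* of the FGF/HH panel and *Sfrp2* and *Fgf12* of the chondrogenesis panel. At 24 h no panel passed the threshold, with medians of 0.01 (fry, Benjamini-Hochberg adjusted p 0.198), -0.09 (0.158), 0.05 (0.765) and 0.22 (0.103), but with GC and length offsets the BMP panel passed (-0.159, fry, Benjamini-Hochberg adjusted p 0.0412). At 24 h the WNT panel had 2 calls over all genes, *Sp9* (-1.32) and *Sfrp5* (2.58), and 3 when adjusted over the list alone. The signs of median and mean differed there for the WNT panel (mean -0.04, fry direction lower) and the FGF/HH panel (mean -0.02, fry direction higher). At 1 h the WNT panel had a median of -0.06 (fry, Benjamini-Hochberg adjusted p 0.0262), and the BMP (-0.08), FGF/HH (0.02) and chondrogenesis (-0.09) panels did not pass.

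**Figure D4:**
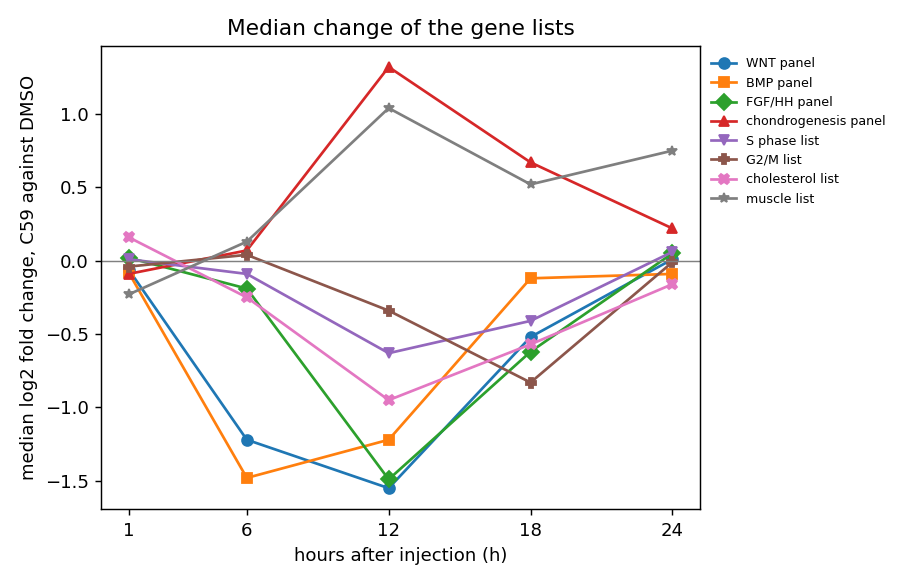
Median log2 fold change of C59 against DMSO (y axis) over the tested genes of 8 gene lists at 5 time points (x axis, hours after injection), with 1 line per list. The WNT panel stands at -1.22 at 6 h, -1.55 at 12 h and 0.01 at 24 h, and the chondrogenesis panel at 0.07, 1.32 and 0.22.

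Among single genes of these panels, *Grem1* (ENSMUSG00000074934, chromosome 2, 113746164 to 113758646) fell from 71.9 CPM ± 1.44 (SD, n = 3) in DMSO to 9.26 CPM ± 0.874 (SD, n = 3) in C59 at 6 h. At 18 h it stood at 70.4 CPM ± 6.67 (SD, n = 3) in C59 and 55.6 CPM ± 6.40 (SD, n = 3) in DMSO, a difference that did not pass the test (log2 fold change 0.34 ± 0.12, edgeR, Benjamini-Hochberg adjusted p 0.122). *Shh* (ENSMUSG00000002633, chromosome 5, 28456815 to 28467256) fell to 5.36 CPM ± 0.337 (SD, n = 3) at 6 h, against 15 CPM ± 0.575 (SD, n = 3) in DMSO. It reached 0.179 CPM ± 0.122 (SD, n = 3) at 12 h, against 12.2 CPM ± 1.93 (SD, n = 3) in DMSO, a log2 fold change of -6.09 ± 0.32 (edgeR, Benjamini-Hochberg adjusted p 5.54e-07). At 24 h *Shh* was below 1 CPM in both groups, so its later change rests on few counts. *Fgf8* changed by -1.59 ± 0.08 at 6 h, -3.17 ± 0.20 at 12 h and -0.71 ± 0.17 at 18 h, and *Msx1* by -2.04 ± 0.05, -3.01 ± 0.11 and -1.89 ± 0.12. *Sox9* (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760) rose from 222 CPM ± 11.7 (SD, n = 3) to 362 CPM ± 21.1 (SD, n = 3) at 6 h, below the fold threshold, and from 266 CPM ± 17.7 (SD, n = 3) to 602 CPM ± 73.9 (SD, n = 3) at 12 h, a log2 fold change of 1.18 ± 0.08 (edgeR, Benjamini-Hochberg adjusted p 1.89e-06).

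Further genes that the study followed in tissue were read in the same way. *Hoxd13* changed by -0.57 ± 0.14 at 12 h, -0.89 ± 0.11 at 18 h and -0.52 ± 0.08 at 24 h on the log2 scale (edgeR, Benjamini-Hochberg adjusted p 0.00577, 0.00328 and 0.00214). *Hoxd12* changed by -0.68 ± 0.08 at 18 h and -0.60 ± 0.06 at 24 h, and *Hoxd11* stayed within -0.11 and 0 at all time points. *Bmp2* changed by -0.72 ± 0.11 and *Id1* by -0.50 ± 0.05 at 12 h, both under the fold threshold. *Ptch1* was higher in C59 at 6 h (0.36 ± 0.06) and lower at 18 h (-0.52 ± 0.12). *Wnt2b* passed both thresholds at 6 h (-1.01 ± 0.28, edgeR, Benjamini-Hochberg adjusted p 0.0198), but not with upper-quartile factors (-0.99) or without C59 6 h replicate 1 (-0.70, adjusted p 0.0696), DMSO 6 h replicate 1 (-0.99) or DMSO 6 h replicate 2 (-0.93). *Wnt2* was higher at 1 h (1.70 ± 0.35, edgeR, Benjamini-Hochberg adjusted p 0.018).

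Beyond *Shh*, the largest decreases at 12 h were in *Ctse* (ENSMUSG00000004552, chromosome 1, 131638306 to 131675505), from 7.79 CPM ± 2.15 (SD, n = 3) to 0.166 CPM ± 0.113 (SD, n = 3), and in *Gm8281* (-4.01 ± 0.60), which has near-identical copies and is uncertain. The largest increase was in *Cntnap3* (ENSMUSG00000033063, chromosome 13, 64736182 to 64903955), from 0.132 CPM ± 0.119 (SD, n = 3) to 4.91 CPM ± 1.84 (SD, n = 3), a log2 fold change of 5.22 ± 0.55 (edgeR, Benjamini-Hochberg adjusted p 3.08e-05). *Gm4737* (4.20 ± 0.37), with near-identical copies, and *Eomes* (3.88 ± 0.89, edgeR, Benjamini-Hochberg adjusted p 0.00457) followed. *Eomes* stood at 1.94 CPM ± 1.76 (SD, n = 3) in C59, so its replicates differed widely, and it fell under the fold threshold in limma on log2(FPKM + 1) (0.52). At 18 h *Myh15* (-3.50 ± 0.39) and *Rfx4* (-3.43 ± 0.43) decreased and *Padi4* (ENSMUSG00000025330, chromosome 4, 140745865 to 140774236) rose from 0.125 CPM ± 0.0622 (SD, n = 3) to 10.8 CPM ± 2.95 (SD, n = 3). The other extremes of 18 h, *Tpm3-rs7* (-6.16 ± 0.25), *Gm10320* (3.77 ± 0.41) and *Rpl26* (3 ± 0.22), belong to genes with near-identical copies and are uncertain. At 24 h the largest increases within the limits for naming genes were in *Akr1e1* (ENSMUSG00000045410, chromosome 13, 4590750 to 4609174, log2 fold change 2.43 ± 0.12, edgeR, Benjamini-Hochberg adjusted p 2.76e-07) and *Col6a5* (2.04 ± 0.23). *Srp54a* (1.90 ± 0.22) and the neighbouring zinc finger genes *Zfp979* (-7.04 ± 0.33), *Zfp984* (-5.08 ± 0.20) and *Zfp985* (-5.01 ± 0.40) on chromosome 4 also have near-identical copies, so their values are uncertain. The strand of counting is not stated, so reads of overlapping genes on the opposite strand may be included in any of these values.

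Lists written from general knowledge covered the cell cycle, cholesterol synthesis and muscle differentiation, and no gene was shared between any of the lists. At 12 h all 39 S phase genes were lower, with a median log2 fold change of -0.63 (fry, Benjamini-Hochberg adjusted p 0.000358; 4 genes over all genes and 4 adjusted over the list alone). At 18 h the S phase list had a median of -0.41 (fry, Benjamini-Hochberg adjusted p 0.00892), from *Rrm2* at -0.75 to *Fen1* at 0.47, so no member reached the fold threshold. At an adjusted p alone, 14 S phase genes passed over all genes and 21 when adjusted over the list alone. The G2/M list had a median of -0.34 at 12 h (fry, Benjamini-Hochberg adjusted p 0.0114) and of -0.83 at 18 h (0.00375), where 51 of 52 genes were lower, from *Bub1* at -1.09 to *Ckap5* at 0.14, and 7 were called over all genes and 7 when adjusted over the list alone. At 24 h both lists were near 0 (0.06 and -0.01; fry, Benjamini-Hochberg adjusted p 0.177 and 0.69), though the S phase list passed with GC and length offsets (0.051, adjusted p 0.045).

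The 20 genes of the cholesterol list were all lower at 12 h, from *Insig1* at -1.73 to *Pmvk* at -0.06, with a median of -0.95 (fry, Benjamini-Hochberg adjusted p 0.000843; 8 over all genes and 8 adjusted over the list alone). The median was 0.16 at 1 h (fry, Benjamini-Hochberg adjusted p 0.00196), -0.25 at 6 h (0.00208), -0.57 at 18 h (0.00022) and -0.16 at 24 h (0.0103). The muscle list had a median of 1.04 at 12 h, with 24 of 26 tested genes higher, from *Myf5* at -1 to *Ttn* at 2.28, but the set test did not pass (fry, Benjamini-Hochberg adjusted p 0.103; 12 over all genes and 12 adjusted over the list alone). DMSO 12 h replicate 2 decided that call, since without it the median was 1.75 (fry, Benjamini-Hochberg adjusted p 0.00841), while without DMSO 12 h replicate 1 the median was 0.652. At 18 h the muscle list had a median of 0.52 (fry, Benjamini-Hochberg adjusted p 0.198; 3 over all genes and 6 adjusted over the list alone). At 24 h it had a median of 0.75 (fry, Benjamini-Hochberg adjusted p 0.0482; 10 over all genes and 10 adjusted over the list alone). The preset correlation of camera called the muscle list at 12 h (Benjamini-Hochberg adjusted p 0.000807) and the other 7 lists at the time points chosen for them, of which fry called all but the muscle list. With an estimated correlation only the WNT and BMP panels at 6 h (camera, Benjamini-Hochberg adjusted p 0.000964 for each) held among these 8.

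Control lists were tested in the same way. The ectoderm list had a median log2 fold change of -0.03 at 6 h (fry, Benjamini-Hochberg adjusted p 0.435), 0.39 at 12 h (0.118), 0.41 at 18 h (0.00658) and 0.21 at 24 h (0.0103). The erythroid list did not pass at any time point, with its largest median of 0.49 at 1 h (fry, Benjamini-Hochberg adjusted p 0.122). The immediate early list had medians of 0.01 at 1 h (fry, Benjamini-Hochberg adjusted p 0.768), where its median and the test differed in sign, 0.16 at 18 h (0.00658) and 0.18 at 24 h (0.00644), the last of which did not pass with GC and length offsets (0.107, adjusted p 0.141). The heat shock list had medians of -0.09 at 6 h (fry, Benjamini-Hochberg adjusted p 0.00658), -0.36 at 12 h (0.00208) and 0.07 at 24 h (0.0057). The hypoxia list had a median of 0.41 at 18 h (fry, Benjamini-Hochberg adjusted p 0.00683). The median and the mean or test also differed in sign at 1 h for the S phase and heat shock lists and at 6 h for the hypoxia list.

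Whether the effect differed between time points was tested with interaction contrasts. From 6 h to 12 h the effect changed in 256 of 13565 genes, upward in 184 and downward in 72, at a Benjamini-Hochberg adjusted p below 0.05 in edgeR and an absolute log2 difference above 1. From 12 h to 24 h it changed in 805 of 13798 genes, upward in 253 and downward in 552. From 6 h to 12 h the largest downward differences were in *Shh* (-4.62 ± 0.34, edgeR, Benjamini-Hochberg adjusted p 5.00e-07), *Ctse* (-4.15 ± 0.50) and *Dmbx1* (-2.43 ± 0.46). The upward ones were in *Rp1l1*, which at 12 h was at or under the floor of 3 counts in both groups and so has no fold change there, *Gm4737*, which is uncertain, and *Wdr72* (2.76 ± 0.80, edgeR, Benjamini-Hochberg adjusted p 0.0243). *Wdr72* lost its call without DMSO 6 h replicate 1 (1.90, adjusted p 0.243), C59 6 h replicate 1 (2.67, 0.0502) or C59 6 h replicate 3 (2.48, 0.0566). The call of *Rp1l1* was lost without C59 12 h replicate 3 (edgeR, Benjamini-Hochberg adjusted p 1) and without DMSO 12 h replicate 1 (0.058), DMSO 12 h replicate 3 (0.056) or any of the C59 libraries of 6 h (from 0.0536 to 0.0589). From 12 h to 24 h the largest upward differences were in *Ctse* (6.57 ± 0.40), *Shh* (6.03 ± 0.70) and *Apoa1* (5.07 ± 1.61, edgeR, Benjamini-Hochberg adjusted p 0.0213), and *Apoa1* lost its call without DMSO 12 h replicate 2 (2.50, adjusted p 0.246) or C59 24 h replicate 3 (3.07, adjusted p 0.145). The downward ones were in *Cntnap3* (-6.25 ± 0.64) and, with near-identical copies, *Zfp979* and *Trim5*. *Trim5* had no count in C59 at 24 h, at least 27-fold lower than in DMSO.

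Normal development was measured as the change in DMSO limb buds from 1 h to 24 h. In this comparison 1625 of 13580 genes passed (edgeR, Benjamini-Hochberg adjusted p below 0.05 and absolute log2 fold change above 1), 1435 higher and 190 lower at 24 h. *Igdcc3* (ENSMUSG00000032394, chromosome 9, 65141189 to 65185872) fell from 627 CPM ± 13.8 (SD, n = 3) to 26.2 CPM ± 3.16 (SD, n = 3), a log2 fold change of -4.53 ± 0.07 (edgeR, Benjamini-Hochberg adjusted p 1.16e-14). *Fgf4* (-5.01 ± 0.43) and *Gbx2* (-4.30 ± 0.51) also fell. *Matn4* (ENSMUSG00000016995, chromosome 2, 164389393 to 164405160) rose from 0.575 CPM ± 0.202 (SD, n = 3) to 106 CPM ± 9.43 (SD, n = 3), and *Kera* from 0.071 CPM ± 0.0208 (SD, n = 3) to 16.7 CPM ± 2.17 (SD, n = 3). *Musk* had no count at 1 h and 4.46 CPM ± 0.305 (SD, n = 3) at 24 h, at least 104-fold higher.

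The time courses of the called genes were grouped by hierarchical clustering into 3 clusters, to separate early from late and rising from falling responses. Cluster 1 held 629 genes, with median log2 fold changes of -0.03, 0.27, 1.21, 0.39 and 0.02 at 1, 6, 12, 18 and 24 h. Cluster 2 held 198 genes, with medians of 0.02, -0.60, -1.25, -0.35 and 0.04, among them 20 genes of the WNT panel and 8 of the cholesterol list. Cluster 3 held 100 genes, with medians of 0.04, 0.09, -0.44, -1.09 and -0.08, among them 6 of the G2/M list. All 13 genes of the chondrogenesis panel and 20 of the muscle list were in cluster 1. Sizes moved most with DESeq2 fold changes and calls, which gave 308 genes in cluster 2, and with a mean of at least 1 CPM, which gave 418 genes in cluster 1. Without replicate 2 of every group cluster 3 held 60 genes.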

Values the study reported

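The authors reported that 73 genes downregulated at 6 h were used to build a gene network.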

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

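The tests with GC and length offsets and the tests on Y-linked transcripts were chosen only after the results they address had been seen, while the thinned counts and the splits of the libraries were planned.

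The effect of C59 differed between 6 h and 12 h in 256 genes by the edgeR interaction contrast, and several lists differed as a set. The median log2 difference from 6 h to 12 h was -0.06 for the WNT panel (mean -0.23, fry, Benjamini-Hochberg adjusted p 0.00715), with 12 genes lower and 10 higher, so the median over members that went both ways says little about single genes. It was -1.31 for the FGF/HH panel (fry, Benjamini-Hochberg adjusted p 5.53e-07), 1.18 for the chondrogenesis panel (7.86e-05), -0.55 for the S phase list (7.50e-07), -0.38 for the G2/M list (0.000562) and -0.69 for the cholesterol list (2.17e-05). The difference was not detected for the BMP panel (0.21, fry, Benjamini-Hochberg adjusted p 0.167) or the muscle list (0.81, 0.26). Of the control lists, heat shock (-0.34, fry, Benjamini-Hochberg adjusted p 0.000159) and ectoderm (0.45, 0.0483) also differed. The erythroid, immediate early and hypoxia lists did not pass. Of the 256 calls, 97.7% were kept with GC and length offsets and 87.1% when every library was thinned to the smallest total, which argues against GC content, gene length or depth as the whole cause. In all, 4 of 50 splits of the 12 libraries gave as many calls, the real one included. The other 3 gave 273, 356 and 819 calls, and all of them mixed the 6 h groups while keeping or swapping the 12 h groups whole, so the contrast of treatments at 12 h was left in them and they do not show what chance alone gives. None of the 42 splits that mixed the groups of both time points gave as many calls as the real one. Mixed groups carry the treatment effect in their spread, which by itself lowers the calls, so these splits are weak evidence. The change was not uniform, since the effect on *Axin2* shrank (0.51, edgeR, Benjamini-Hochberg adjusted p 0.000741), as did that on *Grem1* (1.02, 0.00203). A C59 effect that grew in some genes and receded in others by 12 h may underlie these values, as a hypothesis.

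From 12 h to 24 h the effect changed in 805 genes. The median log2 difference was 1.45 for the WNT panel (fry, Benjamini-Hochberg adjusted p 4.97e-08), 1.21 for the BMP panel (1.21e-06), 1.75 for the FGF/HH panel (7.50e-07) and -1.12 for the chondrogenesis panel (7.86e-05). It was 0.74 for the S phase list (fry, Benjamini-Hochberg adjusted p 1.44e-06), 0.30 for the G2/M list (0.00441) and 0.74 for the cholesterol list (1.19e-05), each opposite in sign to the effect at 12 h. The muscle list gave -0.38 (fry, Benjamini-Hochberg adjusted p 0.302). Of the control lists, heat shock also changed (0.41, fry, Benjamini-Hochberg adjusted p 2.67e-06). The ectoderm, erythroid, immediate early and hypoxia lists did not pass. With GC and length offsets 87.0% of the calls were kept, and after thinning 88.2%, which argues against these as the whole cause. Only 1 of 50 splits gave as many calls, the real one, and the highest of the others gave 634. That split kept the 12 h groups whole, so the contrast of treatments at 12 h was left in it. The 42 splits that mixed the groups of both time points gave 0 calls, but their spread holds the treatment effect, which by itself lowers the calls. These values are consistent with an effect that had largely receded by 24 h, which remains a hypothesis, since it was found and tested on the same libraries.

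Y-linked transcripts, which were left out of the tests for differential expression, were unbalanced at 1 h and at 6 h. At 6 h the summed FPKM of 4 Y-linked genes was 20.34, 19.77 and 33.18 in the C59 libraries and 0.0 in all 3 DMSO libraries, and at 1 h it was 36.96, 38.24 and 21.25 against 7.66, 9.03 and 0.05, so that embryo sex and treatment were confounded at both time points. The change expected from sex was taken as the slope of each called gene on the Y-linked level in the 24 libraries of the other time points, times the difference of that level between the groups. It lay below 50% of the observed change by more than 2 SE for 129 of 150 genes called at 6 h (86%) and 33 of 37 called at 1 h (89.2%), and with the level on a linear scale for 126 and 28 (75.7%). This argues against embryo sex as the cause of most of these calls, and leaves it open for the remaining genes. This test was chosen after a count of called genes that follow the level at an adjusted p, which could hardly find any, and after a planned test at 6 h, with the Y-linked level as a covariate in a fit of all 30 libraries, had kept 91 of 155 calls (58.7%), a value between its stated outcomes. Among the autosomal genes tested, 1 of 13995 followed the Y-linked level in the libraries outside 6 h and 1 of 13976 in those outside 1 h, so at that threshold sex effects were rarely detected. Of the genes called at 1 h, 4 followed the level in the same direction at an unadjusted p under 0.05. An effect present at 1 h or 6 h alone would be missed. Xist and the Y-linked genes were found together at 1 FPKM or more in 14 libraries, whereas 12 held Xist only and 4 the Y-linked genes only. RNA of more than 1 embryo in these 14 libraries is a candidate source. The methods of the study describe 2 to 3 pairs of limb buds that were dissected and stored, but RNA isolation from a single pair for each replicate. In the 4 libraries with Y-linked genes only, Xist was at most 0.09 FPKM, against 11.41 to 52.94 FPKM in these 14. This argues against RNA of a single embryo in these 14 libraries. Their Y-linked sum, from 7.66 to 33.18, overlapped that of the libraries with Y-linked genes only, from 24.15 to 38.56. The sum therefore does not tell how much each sex contributed. How RNA of both sexes came into these libraries was not tested. No biological explanation was tested.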

How the results depend on the processing

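The GC and length offsets, the components without the genes at FPKM 0 and the lists of 18 h without C59 18 h replicate 3 together with them were chosen only after the data had been seen, and all other alternatives were planned. No value past its threshold changed its sign under any alternative run. Of values that did not pass, the FGF/HH panel at 24 h went from 0.048 to -0.004, the G2/M list at 24 h to 0.001 and the heat shock list at 1 h to 0.011 with GC and length offsets, *Shh* at 24 h went up to 0.46 without a single library and to 0.02 in limma on log2(FPKM + 1), and *Sox9* at 24 h up to 0.07 without a single library. The balance of calls was less stable. At 12 h it turned from 470 higher and 190 lower to 2934 and 3396 without a minimum fold change and to 24 and 56 with glmTreat. At 18 h it turned from 74 and 99 to 92 and 87 with upper-quartile factors, and at 24 h from 57 and 55 to 42 and 59 with all 30 libraries in the fit. At 1 h and 24 h, where the directions were nearly even, it also turned under other alternatives. Counts of calls stayed within 1.5 times of their values with DESeq2's test (34, 125, 630, 192 and 90 genes at 1, 6, 12, 18 and 24 h), with the GC and length offsets (43, 156, 659, 187 and 118), with DESeq2's size factors, with upper-quartile factors, with either low-count filter and with the replicate number as a block (36, 141, 672, 152 and 103). The numbers do not pair the libraries, since deviations of 15 same-numbered pairs had a median correlation of -0.03, against 0.016 for differently numbered pairs. The count at 12 h was the largest of the 5 time points under every alternative run.

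Limma on log2(FPKM + 1) gave 5, 27, 158, 31 and 24 genes at 1, 6, 12, 18 and 24 h, and 74, 222 and 522 genes for the differences from 6 h to 12 h and from 12 h to 24 h and for the DMSO time course. Added to small FPKM values, a pseudocount of 1 shrinks their fold changes by construction. With log2(FPKM + 0.1) the counts were 21 at 1 h, 99 at 6 h and 70 at 24 h. Without a minimum fold change they were 360, 2565, 6330, 949 and 881, and with glmTreat, which tests against a log2 fold change of 1, they were 2, 31, 80, 11 and 5, both by construction. With all 30 libraries sharing the spread estimate the count was 24 at 1 h and 268 at 18 h, and with all genes of the table, of which more were tested, it was 76 at 1 h. For the shared spread and the pseudocount of 0.1 the cause was not tested.

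Leaving out single libraries gave 20 to 47 genes at 1 h, 121 to 161 at 6 h, 596 to 811 at 12 h, 77 to 194 at 18 h and 79 to 104 at 24 h. The lowest counts at 1 h and 18 h were those without DMSO 1 h replicate 2 and without DMSO 18 h replicate 3. For the differences the ranges were 214 to 336 from 6 h to 12 h and 714 to 911 from 12 h to 24 h, and for the DMSO time course 1619 to 1720.

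Leave-one-out fits were run for 8 lists, each at a single time point, and not for the other time points or the control lists. The WNT, BMP and FGF/HH panels at 6 h, the chondrogenesis panel and the cholesterol list at 12 h and the S phase and G2/M lists at 18 h kept their direction and passed in all of these fits. The exception was the muscle list at 12 h, whose median ran from 0.652 to 1.753 and which passed only without DMSO 12 h replicate 2 (fry, Benjamini-Hochberg adjusted p 0.00841, against up to 0.232 in the others). The medians ran from -1.296 to -1.12 for the WNT panel, -1.537 to -1.43 for BMP, -0.208 to -0.175 for FGF/HH, 1.241 to 1.388 for chondrogenesis, -0.464 to -0.292 for S phase, -0.902 to -0.736 for G2/M and -0.992 to -0.877 for cholesterol. Camera with an estimated correlation left the medians as they were and lost the FGF/HH panel at 6 h (-0.195, Benjamini-Hochberg adjusted p 0.0689), the chondrogenesis panel at 12 h (1.32, 0.0669), the S phase list (-0.412, 0.15) and the G2/M list (-0.829, 0.0669) at 18 h and the cholesterol list at 12 h (-0.946, 0.0932), because it widens the error of a list by the correlation of its genes. With the preset correlation the muscle list at 12 h passed (1.037, Benjamini-Hochberg adjusted p 0.000807). With the replicate block the S phase list (-0.419, fry, Benjamini-Hochberg adjusted p 0.0766) and the G2/M list (-0.847, 0.0561) no longer passed, with fewer residual degrees of freedom by construction. With the offsets and without C59 18 h replicate 3 these lists had medians of -0.253 (fry, Benjamini-Hochberg adjusted p 0.0169) and -0.719 (0.0025). With the offsets alone the BMP panel (-0.159, fry, Benjamini-Hochberg adjusted p 0.0412) and the S phase list (0.051, 0.045) at 24 h and the G2/M list (0.071, 0.0405) and the immediate early list (0.138, 0.0304) at 6 h passed, and the immediate early list at 24 h (0.107, 0.141) no longer did.

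On the first component the gap between groups at 12 h was 35.4% with log2(FPKM + 0.1) and 35.6% with log2 CPM, and at 18 h it was 10%, 14.7% and 7.73% with log2(FPKM + 0.1), 500 genes and log2 CPM. On the second component 500 genes gave 8.77%, 25.9%, 32.9%, 10.8% and -5.85% at 1, 6, 12, 18 and 24 h. Log2 CPM gave 35.5% at 12 h, 15.2% at 18 h and -6.75% at 24 h, and log2(FPKM + 0.1) gave 13.3% at 18 h and -6.21% at 24 h. Leaving out single libraries gave -4.72% to -2.31%, 8.13% to 12.3%, 39.2% to 48.5%, 15.9% to 22.5% and 7.17% to 13.3% on the first component at 1, 6, 12, 18 and 24 h, and on the second 1.40% to 5.37%, 19.7% to 24.7%, 36.4% to 41.2%, 17.8% to 23.2% and -11.6% to -5.35%. Cluster 1 held 418 genes with a mean of at least 1 CPM, and 420 to 597 when a replicate number was left out at every time point. Cluster 2 held 308 genes with DESeq2 fold changes and calls, and 136 to 220, and cluster 3 held 60 to 144. For the components and clusters the cause was not tested.

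Among the genes named, 1304 values under alternatives kept their direction and call, 52 lost the call, 6 moved and 0 reversed. At the depth of 18188636 to 38974885 counts, genes under 1 CPM rest on few counts, and *Rp1l1* at 12 h was at or under the floor in both groups. For *Shh* at 24 h (0.877 CPM in DMSO, 0.827 CPM in C59) the SE of the log2 fold change was 0.48, so a small difference between the groups was not detectable at this depth.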

Other observations

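The tests on the counts of calls without libraries low in the 45S-region gene, both tests on the G2/M list and the components without the genes at FPKM 0 were chosen only after the results they address had been seen, and so were the statistic for separate levels among the genes called at 1 h and its limits, while the other tests were planned.

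The C59 effect at 12 h ran in the direction of normal development. Across 13232 genes, which are not independent replicates, Pearson's correlation of the effect at 12 h with the DMSO change from 1 h to 24 h was 0.518, and 0.513 without the listed genes, with a slope of 33.4%. At 1, 6, 18 and 24 h the correlation was 0.0617, 0.272, 0.195 and 0.034. The effects at 1 h and 24 h share DMSO libraries with the developmental change. This by itself raises the value at 1 h and lowers that at 24 h, so neither can be set against the value at 12 h. Of 352 genes called in both comparisons, 331 (94.0%) moved in the developmental direction, which argues against a delay. An advance along the normal course is a candidate explanation, although 2 of 10 splits of the 12 h libraries gave a correlation as far from 0, the real one and a mixed one (0.548). DMSO 12 h replicate 2 lay ahead of its mates, with a slope of 13.6%, the largest of any single library. This lies under the slope of the C59 effect, but it bounds a difference between litters only if the libraries of a group came from different ones. The methods of the study name at least 3 litters per condition and time point in their part on embryo collection and staging. That part opens with embryos for in situ hybridization and staining, and does not say whether the sequenced libraries are meant. The part on RNA-sequencing names no litters, and the labels give none. At 1 h *Nr1h5* and *Tpm3-rs7* set whole groups apart, as litters shared inside a group would. Older litters in the C59 12 h group therefore stay open.

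Genes called at 1 h were not a smaller form of the response at 6 h. Of 37 such genes 18 (48.6%) had the same sign at 6 h (exact two-sided binomial p 1), and 5 moved the same way by more than 50% of their change at 1 h, which argues against a response that lasted to 6 h. A response gone by 6 h stays open. The genes called at 1 h fell into separate levels across the libraries of the other time points more than random lists of like expression did, with a median largest gap of 14.4% against 12.3% (percentile 98.9). The gaps were taken over both treatments and all later time points together, so levels set by treatment or stage count as well. They cannot tell whether expression states that differ between litters contribute to these calls, which stays open.

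At 6 h the ridge genes *Fgf8* (-1.59), *Sp9* (-0.72), *Sp8* (-0.59) and *Fgf4* (-3.41) fell, *En1* was at 0.34, and the ectoderm list had a median log2 fold change of -0.03 and no member below -0.45. This argues against less ectoderm in the C59 tissue. Lower transcription of ridge genes inside the ectoderm is a possible explanation for these values, and was not tested by itself.

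The muscle list rose at 12 h, but the progenitor genes *Pax3* (-2.04), *Lbx1* (-1.15), *Met* (-0.93) and *Pax7* (0.51) had a median of -1.04. This argues against an even rise of progenitors and differentiated muscle cells. Differentiation that lowers progenitor genes would give these values at any size of the lineage, so the number of muscle lineage cells stays open. The proximal genes *Meis1* (-0.11), *Meis2* (0.19) and *Shox2* (-0.27) had a median of -0.11. A median near 0 over genes that go both ways decides nothing, and their high level would hide a small share of added tissue, so more proximal tissue in the dissection stays open. Differentiation of existing muscle precursors might explain the rise, but the list as a set did not pass its test at 12 h.

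C59 18 h replicate 3 lay apart from its mates. Across genes its log2 ratio to them followed transcript GC content with a rank correlation of 0.73, beyond the largest of the other 29 libraries (0.642), so a GC trend in this library is a candidate cause. Its rank correlation with transcript length was -0.339 (largest elsewhere 0.425), its correlation with the developmental change 0.0267 (0.441) and with the C59 effect at 12 h 0.0222 (0.25), and the erythroid list differed by 0.344 (0.48). These values argue against length, stage, strength of the drug effect and blood. The fall of the G2/M list at 18 h remained at -0.77 with GC and length offsets and at -0.74 without this library, which argues against either as its whole cause. A lower share of cells in G2 and M phase is consistent with these values, as a hypothesis, and a library batch at 18 h stays open beside it.

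A gene in the 45S ribosomal RNA region (CT010467.1) held 0.545% of the counts in DMSO 1 h replicate 1, 0.204% in DMSO 6 h replicate 1, 0.379% in DMSO 18 h replicate 1 and 0.224% in C59 24 h replicate 2, and between 1.953% and 2.906% in the other libraries. The deviations of these 4 libraries from their mates correlated across protein-coding genes, with a mean of 0.255, above all of 10000 random picks of 4 libraries from different groups (percentile 100; 95% of picks lay under 0.0889). A library batch that shifts other genes is consistent with this. Leaving out the low library changed the counts at 1, 6 and 24 h by at most 1.42-fold, which argues against these libraries as the cause of those counts. At 18 h the count changed 1.88-fold, and whether the low library causes the count of 18 h cannot be told apart from a loss of power, because leaving out DMSO 18 h replicate 3, which was not low, changed it 2.25-fold.

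In DMSO 18 h replicate 2, 2 genes with ample counts (CT010467.1 with 1064053 and CT010467.2 with 2118) stood at FPKM 0 and above 0 in the other 29 libraries. Failed FPKM estimates in this library are a candidate explanation. Both genes were among the 2000 genes of the principal components. Without them the gap between the groups at 18 h was 20.5% on the first component and 20.7% on the second, against 20.4% and 22.0% with them.

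For each comparison of 3 libraries against 3, only 1 of 10 splits gave as many calls, the real one, at 1, 6, 12, 18 and 24 h and in the DMSO time course. The same held for the medians of the WNT, BMP and FGF/HH panels at 6 h, the chondrogenesis panel and the cholesterol and muscle lists at 12 h, and the S phase and G2/M lists at 18 h (1 of 10 each). The share cannot go under 10% in this design, so chance as a source cannot be told apart from the treatment by splits alone.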
